A study of Mus musculus with 8 samples. Its data were reported in "Behavior Training Reverses Asymmetry in Hippocampal Transcriptome of the Cav3.2 Knockout Mice" (2015).

How the data were processed

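RNA from right hippocampus was measured on one-colour Phalanx OneArray mouse arrays, with 2 arrays for each of 4 groups and the tissue of 3 mice pooled per group: naïve wild-type (WNR), trained wild-type (WTR), naïve Ca_v_3.2 knockout (KNR) and trained knockout (KTR). The labels do not say whether the 2 arrays of a group hold separate pools or the same RNA. The paper reports that technical replicates were averaged and that the microarray analysis was replicated, without saying clearly whether the replicates were separate pools. Every p-value of a single gene therefore measures only the spread between arrays, which may be technical, and not the spread between mice. The Fisher exact tests, and camera with its preset correlation, compare genes with other genes as nearly independent units. Their p-values do not measure the spread between mice either. The intensity values were quantile normalized by the authors before they were deposited, and they are on a linear scale. Background correction and spot filters are not stated. That normalization was checked on the table: between arrays the sorted values differed by 0.0232% in the median and by 13.9% at most. Of 29922 probes 13539 were empty on all arrays, and 16383 had values. Of these 13072 carried 1 gene symbol and 3311 none, 2101 symbols were updated to the mouse annotation in use, and 26 symbols were absent from it. The probe annotation is old and the genome build of the probes is not stated, so the annotation (GRCm38 gene table) served for names and for the order of genes along a chromosome, and no coordinates are printed. Between 5.76% and 5.9% of values lay below 100 on an array, and the number of arrays limits the precision.

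Values under 100 were set to 100 and log2 transformed, with no further normalization. The study used the same floor but set it on raw values before quantile normalization, whereas here it follows that normalization, and the order of the study was tried as an alternative on the deposited values. A probe was tested when it lay above 100 on at least 2 arrays of the fit. Folds in which a group lies at that floor are lower bounds and are written "at least". Folds are ratios of geometric means after the floor, so they differ from the ratio of the printed means, which with their SD are arithmetic and of the values before the floor.

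Each comparison (KNR vs WNR, KTR vs WTR, WTR vs WNR and KTR vs KNR) was tested with limma 3.58.1 in R 4.3.3 on its 4 arrays, called the pairwise fit, with moderated t-tests and Benjamini-Hochberg adjustment at 0.05. The interaction of genotype and training was tested with limma in 1 fit of all 8 arrays with a mean per group. That fit was also set beforehand as a second way to test the 4 comparisons. Because the pairwise fits called almost nothing, the text also names genes and members of gene lists from the fit of all 8 arrays, and that use was decided after the results of the pairwise fits were seen. Each adjusted p of a gene is from limma, and the text says from which of these fits; where only 1 is given with a gene or as an SE, it is that of the fit of all 8 arrays. The interaction of a gene is the training difference in knockout mice minus that in wild-type mice.

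Genes were named by a rule fixed beforehand, among probes with 1 gene symbol, no overlap between the arrays of the groups and both arrays of the higher group above 200: the 10 largest changes in each direction past the threshold or, where none passed, the 5 largest with an unadjusted p under 0.01. For the interaction it was the 5 largest in each direction among passing probes with 1 gene symbol and at least 2 of the 8 arrays above 200. The conditions on overlap and on the higher group were not applied there. The rule also took Cacna1h, the genes listed by the study and up to 4 members of a list that passed. The pairwise fits gave no named probe past the threshold. Taking the 10 largest in each direction from the fit of all 8 arrays, and members of lists from it, was therefore decided after values were seen, as was naming genes shared between comparisons, single members of lists that did not pass, probes with 1 far array and the unnamed probe. SAM, the test of the study, was written anew with all 6 label orders and called probes at q under 0.01 and over 2-fold.

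A total of 39 gene lists were fixed before the values were seen. They cover channels and receptors, signalling, protein turnover, energy metabolism, stress, cell types and hippocampal fields, together with the genes that the study lists for right hippocampus, of which 1 is not reported here. Of these 36 had at least 3 measured genes and were tested with camera of limma on the coefficients of the fit of all 8 arrays, with 1 probe per gene (the highest mean), a preset correlation of 0.01 and adjustment over the 36 lists. The preset correlation treats genes of a list as nearly independent, so camera was repeated with the correlation estimated from the data, and with that estimate no list passed in any comparison. With fry of limma 12, 3, 16, 14 and 14 lists passed in KNR vs WNR, KTR vs WTR, WTR vs WNR, KTR vs KNR and the interaction. A member "passing when adjusted over the list alone" passed with adjustment over the genes of its list.

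Genes within 200 annotated genes on either side of Cacna1h were compared with all other measured genes by Fisher exact tests, two-sided, adjusted over the 4 comparisons, and windows of 100 and 400 genes were alternatives. The idea for this test came from genes that the study lists, which were chosen on these same samples. The test is therefore not independent of the data. Numbers of probes shared between comparisons were compared with the product of their frequencies.

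The tests were tried on simulated data with 200 changed probes and variances drawn from the distribution that limma fitted to all 8 arrays. The model of that noise was changed once after its first output. The pairwise fit recovered 0 of 67, 2 of 67 and 43 of 66 probes changed 1.5-fold, 2-fold and 4-fold and called 0 unchanged probes. The fit of all 8 arrays recovered 14, 48 and 61 and called 2 unchanged probes, and the interaction recovered 1, 19 and 48 and called 5. The noise was drawn independently for each probe and array. In the data, the differences between duplicates correlated across probes between groups (-0.38 to 0.44). The simulated counts of unchanged probes therefore do not give the number of false calls in the data. SAM at the thresholds of the study recovered 0 in this simulation. Further simulations used q under 0.01 alone, without the fold threshold or the filter. In these SAM recovered 0 of 66 probes changed 4-fold, 29 of 66 with the noise at 0.75 times, and 873 of 1000 when 1000 were changed 4-fold.

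Alternatives covered the floor, the filter, the normalization, the variance model, probes of a gene, the test, the thresholds, a replicate block and leaving out each array. Added after the data were seen were a crossed replicate block, a score for the direction in which duplicates differ as a covariate, and a fit without KNR replicate 1 and KTR replicate 2. Groups of 2 arrays are too small for tests of single arrays or of other splits of the samples.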

Results

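RNA of right hippocampi was measured on 8 one-colour oligonucleotide arrays that fall into 4 groups of 2 arrays: naïve wild-type mice (WNR), wild-type mice after trace fear conditioning and a test of contextual memory (WTR), naïve mice without the Ca_v_3.2 gene (KNR) and trained mice without it (KTR). Trace fear conditioning pairs a sound and a foot shock with an empty interval between them, and Ca_v_3.2, encoded by Cacna1h, is a T-type calcium channel that opens at low voltage. The mice were males of 6 to 8 weeks, and the right hippocampi of 3 mice were pooled for a group. The table holds 29922 probes, of which 16383 had a value, and the median intensity was between 484.7 and 485.4 on each array. Between 5.76% and 5.9% of the measured probes lay below an intensity of 100. The number of arrays limits the precision, and throughout the text each group has n = 2 arrays and ± gives the SD.

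Across probes, the correlation of log2 values was 0.9879 to 0.9911 in the 4 pairs of duplicates and 0.9455 to 0.988 in the 24 other pairs, of which WTR replicate 2 with KNR replicate 2 (0.988) lay above the WNR duplicates (0.9879). The first principal component held 44.2% of the variance and placed KNR replicate 1 at -38.1 and KTR replicate 2 at 41.2, with the other 6 arrays between them. The second component held 22.2% and placed the WNR arrays at -27.7 and -25.1, below the other 6. More than 2-fold apart between duplicates were 196 of 16204 probes in WNR, 28 in WTR, 98 in KNR and 105 in KTR.

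The probe for Cacna1h was lower in both knockout groups. Its intensity was 2576 and 2385 in the WNR arrays, 1550 and 1489 in KNR, 2084 and 2340 in WTR, and 1036 and 1440 in KTR. The log2 difference was -0.71 between KNR and WNR (adjusted p = 0.084 in the pairwise fit and 0.049 in the fit of all 8 arrays) and -0.85 between KTR and WTR (adjusted p = 0.14 and 0.053). Training gave log2 differences of -0.17 in wild-type mice (pairwise adjusted p = 0.45) and -0.32 in knockout mice (0.28). Where the probe lies relative to the deleted part of the gene is not known, so these values check the genotype only in part.

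The comparison of KNR with WNR asks what the absence of Ca_v_3.2 changes in untrained mice. No probe passed in the pairwise limma fit of the 4 arrays, and 1300 passed in the fit of all 8 arrays, 761 higher and 539 lower in the knockout. In that second fit Lemd2, a protein of the inner nuclear membrane, was 5-fold lower in KNR (275.3 ± 42.4 against 1369 ± 32.6, adjusted p = 0.0045). Srrm2, a scaffold of nuclear speckles, was 2.95-fold higher (1203 ± 34.5 against 409 ± 50.2, adjusted p = 0.013), and Bricd5, with a BRICHOS domain, at least 3.16-fold higher (322.8 ± 7.9 against 100.4 ± 5.73, adjusted p = 0.0098). Srrm2 rests on 1 of its 3 probes, since the others had log2 differences of -0.48 and 0.32 (adjusted p = 0.11 and 0.48). Cplx2, a complexin of the synaptic release machinery, was 2.48-fold higher (adjusted p = 0.013). The nuclear gene for a mitochondrial ribosomal protein Mrpl54 was 2.41-fold higher (0.016), the spliceosome subunit Lsm2 2.34-fold (0.016), and the kinase Taok3 2.28-fold (0.017).

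Other probes that were higher in KNR in the fit of all 8 arrays, among the 10 of largest difference, were 2310061I04Rik (2.97-fold, adjusted p = 0.017), Mrpl37 (2.58-fold, 0.023), the mitochondrial calcium uptake regulator Micu3 (2.57-fold, 0.031) and the histone chaperone Npm3 (2.3-fold, 0.018). Lower in KNR were the channel protein Panx3 (4.16-fold, adjusted p = 0.02), 4930505N22Rik (3.94-fold, 0.024) and the odorant receptor Olfr275 (3.75-fold, 0.026). Lower by at least 3.92-fold was Lce1c, a gene of the cornified envelope of skin (0.017), and by at least 3.8-fold the transcription factor Usf1 (0.013). Ugt3a1, a glycosyltransferase, was lower by at least 3.38-fold (0.016), Rai1 3.11-fold (0.025), the cytochrome P450 Cyp2c55 2.98-fold (0.013), and the hair keratin Krt84 at least 2.95-fold (0.049), a log2 difference of -1.56 or lower that was -0.96 without KNR replicate 1. In the pairwise fit the adjusted p of these 20 probes was between 0.076 and 0.1, and 10 of them were the ones named by the rule for a comparison in which none passes: Bricd5, 2310061I04Rik, Srrm2, Mrpl37, Micu3, Lemd2, Panx3, 4930505N22Rik, Lce1c and Usf1.

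At an unadjusted p under 0.05 the pairwise fit had 4323 of 15829 probes, and its smallest adjusted p was 0.0757; without KNR replicate 1 it called 2. SAM at the thresholds of the study called 8 probes, each lower in KNR. With 1 array left out, and so less to estimate the spread from, the joint fit called 3 probes without WNR replicate 1, 5 without WNR replicate 2, 2 without KNR replicate 1 and 1 without KNR replicate 2. It called 183 without either WTR array, 778 and 782 without KTR replicate 1 and 2, and 0 when KNR replicate 1 and KTR replicate 2 were both left out, with 1299 of the 1300 keeping their sign and a median size of 0.63 before and 0.6 after.

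Of 36 gene lists tested with camera, 8 passed between KNR and WNR, 6 higher and 2 lower in the knockout. Genes of oxidative phosphorylation were higher, with a median log2 difference of 0.39 over 64 genes (adjusted p = 1.5e-09, and adjusted p = 0.34 with an estimated correlation). In the fit of all 8 arrays 8 of them were higher, 1 was lower and 55 did not pass, and 31 passed when adjusted over the list alone. Genes of the mitochondrial ribosome had a median of 0.32 over 63 genes (adjusted p = 1.5e-09, and adjusted p = 0.34 with an estimated correlation), with 11 higher, 52 not passing, and 25 passing when adjusted over the list alone. The cytosolic ribosome had a median of 0.27 over 18 genes (adjusted p = 0.0018, and 0.34 as the adjusted p with an estimated correlation), with 3 higher and 15 not passing. The proteasome had a median of 0.24 over 32 genes (adjusted p = 0.0024, and adjusted p = 0.39 with an estimated correlation), with 1 higher and 31 not passing. As medians over genes, the WNR arrays stood at -0.26 and -0.23 for oxidative phosphorylation relative to the mean of the 8 arrays, and the other 6 arrays at 0.02 to 0.15.

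Glucocorticoid-responsive and metallothionein genes were higher in KNR as a list, with a median of 0.18 over 15 genes (adjusted p = 0.02, and adjusted p = 0.34 with an estimated correlation). Of these 4 were higher in the fit of all 8 arrays and 11 did not pass. The largest was Mt3, a brain metallothionein that is also on the astrocyte list (log2 1.12 ± 0.09 SE, adjusted p = 0.013), and the others included Plin4, a coat protein of lipid droplets (at least 0.85 ± 0.13 SE, 0.024, with WNR at the floor), and Sult1a1, a sulfotransferase (0.75 ± 0.11 SE, 0.023). Markers of meningeal fibroblasts were higher, with a median of 0.3 over 17 genes (adjusted p = 0.003, and adjusted p = 0.39 with an estimated correlation). Among them 5 were higher, such as Mgp (0.94 ± 0.1 SE, adjusted p = 0.016) and Col1a2 (0.8 ± 0.15 SE, 0.032), 1 was lower, Ogn (-0.69 ± 0.13 SE, 0.031), and 11 did not pass. Markers of the dentate gyrus were lower in each of the 12 genes measured, with a median of -0.22 (adjusted p = 0.009, and adjusted p = 0.34 with an estimated correlation). Of these Calb1, the calcium-binding protein of granule cells, passed (-0.66 ± 0.15 SE, adjusted p = 0.044) and 11 did not. As medians relative to the mean of all arrays, the WNR arrays stood apart for dentate gyrus markers (0.12 and 0.16, all other arrays at 0.02 or lower). They also stood apart for the glucocorticoid and metallothionein list (-0.14 and -0.18, all other arrays at -0.04 or higher). Odorant receptors, which are not expected in hippocampus, had a median of -0.32 over 144 genes (adjusted p = 8.7e-08, and adjusted p = 0.52 with an estimated correlation), with 18 lower and 126 not passing. Of these 144 genes, 69 had a mean above 200.

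The comparison of KTR with WTR asks the same of trained mice. The pairwise fit called 1 probe, and the fit of all 8 arrays called 324, 120 higher and 204 lower in the knockout. In the second fit Ndufb10, a subunit of respiratory complex I, was 3.8-fold lower in KTR (533.2 ± 38.7 against 2023 ± 92.8, adjusted p = 0.0053). Lemd2 was 3.13-fold lower (286.8 ± 3.31 against 898 ± 2.17, 0.0078), and Srrm2 2.73-fold higher (1052 ± 138 against 383.2 ± 17.8, 0.015). Ppp1r3c, which directs a phosphatase to glycogen, was 3.21-fold lower (148 ± 7.15 against 475.3 ± 2.98, 0.022). Map2, a microtubule protein of dendrites, was 2.14-fold higher (496.9 ± 27.4 against 232 in both WTR arrays, adjusted p = 0.011), and the neuropeptide Y receptor Npy1r 2.08-fold higher (1138 ± 8.11 against 548.5 ± 60, 0.019).

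Also higher in KTR in the fit of all 8 arrays were Bricd5 (at least 2.61-fold, adjusted p = 0.011), the guanine nucleotide exchange factor Fgd2 (2.43-fold, 0.046), the calcium-binding protein Cabp7 (2.38-fold, 0.013), the stress kinase Mapk8 (2.38-fold, 0.011), the acid ceramidase Asah1 (2.24-fold, 0.026), the dynein light chain Dynll2 (2.22-fold, 0.011) and Zfyve26 (2.16-fold, 0.032). Also lower were the lysosomal chloride transporter Clcn7 (at least 3.56-fold, adjusted p = 0.023), Vxn (3.28-fold, 0.04), the RNA helicase Ddx19b (at least 3.18-fold, 0.0053), Pgbd5 (3.08-fold, 0.0053), Ranbp9 (3.01-fold, 0.039), Nemf, which acts on stalled ribosomes (2.95-fold, 0.011), and the acyl-CoA synthetase Acsl4 (2.9-fold, 0.025). In the pairwise fit the adjusted p of these 20 probes was between 0.082 and 0.13. The rule for named genes gave Srrm2, Bricd5, Fgd2, Cabp7, Mapk8, Ndufb10, Clcn7, Vxn, Ppp1r3c and Ddx19b, none of which passed there.

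The 1 probe of the pairwise fit, mMC013013, has no gene name in the annotation (adjusted p = 0.0051). It stood at 1650.3 and 1807.2 in KTR and at 4.2, the lowest value of the table, in both WTR arrays, but also at 1470.7 and 4.2 in the WNR duplicates, and it did not pass in the fit of all 8 arrays (adjusted p = 0.082). The pairwise fit had 3404 of 15779 probes at an unadjusted p under 0.05 and called 0 without either WTR array, 2 without KTR replicate 1 and 3 without KTR replicate 2. SAM at the thresholds of the study called 57 probes, 8 higher and 49 lower. The 324 probes became 0 and 2 without WTR replicate 1 and 2, 42 and 10 without KTR replicate 1 and 2, 47 without either WNR array, 23 and 19 without KNR replicate 1 and 2, and 0 without KNR replicate 1 and KTR replicate 2 together, where all 324 kept their sign (median size 0.84 before and 0.81 after).

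Between KTR and WTR 11 lists passed, all lower in the knockout, and the count was 7 without WTR replicate 2 and 6 without KTR replicate 2. The 11 include the genes listed by the study, which were chosen on these same samples. Oxidative phosphorylation had a median log2 difference of -0.11 (adjusted p = 0.021, and adjusted p = 0.54 with an estimated correlation), with 4 genes lower, such as Ndufb10 and Atp5g3 (-1.02 ± 0.12 SE, adjusted p = 0.023), 1 higher and 59 not passing. The mitochondrial ribosome had a median of -0.15 (adjusted p = 0.0027, and adjusted p = 0.54 with an estimated correlation), with 1 gene lower, Mrps35 (-1.01 ± 0.16 SE, 0.039), and 62 not passing. The proteasome had a median of -0.15 and the spliceosome of -0.09 (adjusted p = 0.043 for both, and adjusted p = 0.54 and 0.68 with an estimated correlation). Among proteasome genes Psmc5 was lower (-1.25 ± 0.15 SE, adjusted p = 0.026) and 31 did not pass, and among spliceosome genes 3 were lower, 1 was higher and 71 did not pass. Heat shock genes had a median of -0.26 over 13 genes (adjusted p = 0.017, and adjusted p = 0.54 with an estimated correlation), of which the small chaperone Cryab was lower (-0.82 ± 0.1 SE, 0.026) and 12 did not pass.

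Of the marker lists lower in KTR, choroid plexus had a median of -0.26 over 23 genes (adjusted p = 0.036, and adjusted p = 0.49 with an estimated correlation), with Enpp2 lower (-1.34 ± 0.16 SE, adjusted p = 0.025) and 22 not passing. Microglia had a median of -0.22 over 21 genes (adjusted p = 0.0071, and adjusted p = 0.54 with an estimated correlation), with Gpr34 lower (-0.58 ± 0.11 SE, 0.05 after rounding) and 20 not passing. Meningeal fibroblasts had a median of -0.16 (adjusted p = 0.043, and adjusted p = 0.54 with an estimated correlation), with Ogn lower (-1.28 ± 0.13 SE, 0.018) and 16 not passing. Oligodendrocytes had a median of -0.1 over 20 genes (adjusted p = 0.034, and adjusted p = 0.49 with an estimated correlation), with the tight junction protein Cldn11 lower (-0.72 ± 0.11 SE, 0.038) and 19 not passing. CA1 had a median of -0.15 over 10 genes (adjusted p = 0.044, and adjusted p = 0.54 with an estimated correlation), with Spink8 lower (-1.35 ± 0.16 SE, 0.026) and 9 not passing.

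Genes that differed in the same direction in both genotype comparisons were few. In the fit of all 8 arrays 19 probes were higher in the knockout in naïve and in trained mice, against 5.64 for independent lists, 12 were lower in both, against 6.79, and 21 went opposite ways, against 13.6. The calls of the 2 comparisons share the variance of each probe, and opposite calls were in excess too, so part of the overlap can come from that. Those higher in both included Dynll2 (log2 0.9 and 1.15), Mapk8 (0.7 and 1.25), Cabp7 (0.55 and 1.25), the dynein light chain Dynlt1 (0.91 and 1.04), Ago2, which acts with small RNAs (0.69 and 0.65), and 1 of the probes of Map1b (0.65 and 0.76, lower bounds because its wild-type values lay under the floor of 100). Those lower in both included Ogn (-0.69 and -1.28), Prr32 (-0.77 and -1.11) and Rapgef4, an exchange factor that binds cyclic AMP (-0.47 and -0.61). Across 16204 probes, which are not independent replicates, the genotype differences of naïve and trained mice had a Pearson correlation of -0.11, and 0.04 and 0.03 without KNR replicate 1 and without KTR replicate 2.

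Genes around Cacna1h on chromosome 17 differed between genotypes more often than genes elsewhere. This was looked for because several genes that the study lists from these same samples lie there. Ndufb10, Eme2, Lemd2 and Clcn7 are among the listed genes and are counted below, so the excess is in part built in. In the fit of all 8 arrays 30 of the 128 measured genes within 200 annotated genes on either side passed between KNR and WNR, against 941 of 10791 elsewhere (odds ratio 3.2, Fisher exact test, two-sided p = 5.9e-07 and adjusted p = 2.4e-06 over 4 comparisons). Between KTR and WTR 12 of 128 passed, against 253 elsewhere (odds ratio 4.31, Fisher exact p = 6.3e-05, adjusted p = 0.00013). The same counts for training were 15 in wild-type mice (odds ratio 1.68, Fisher exact p = 0.085, adjusted p = 0.11) and 18 in knockout mice (odds ratio 0.755, Fisher exact p = 0.3). By direction, and without adjustment, the excess between KNR and WNR was in higher calls (23 of 128, Fisher exact p = 5.9e-08) and not in lower ones (7 of 128, Fisher exact p = 0.36), and WTR vs WNR, which shares the WNR arrays, also had an excess of higher calls (11 of 128, odds ratio 2.49, Fisher exact p = 0.0077). Between KTR and WTR 6 were higher (Fisher exact p = 0.0012) and 6 lower (Fisher exact p = 0.013). Called in the same direction in both genotype comparisons were 6 of the 128 genes and 14 of 10791 elsewhere (odds ratio 37.8, Fisher exact p = 7.8e-08): Srrm2, Bricd5 and Glo1, which detoxifies methylglyoxal, were higher in the knockout, and Ndufb10, Eme2, a nuclease subunit, and Lemd2 were lower. Glo1 was 1.56-fold higher in naïve mice (adjusted p = 0.032) and 1.81-fold in trained mice (0.032), and Eme2 was at least 2.22-fold and 2.35-fold lower (0.016 and 0.019). With windows of 100 and 400 genes the odds ratio was 3.03 and 2.26 between KNR and WNR. Between KTR and WTR it was 4.33 and 2.38 (adjusted Fisher exact p = 0.0019 and 0.024), and for calls in both comparisons 33.7 and 21.4. The pairwise fits called none of these neighbours and no named gene elsewhere, so the planned form of this test has nothing to compare there, and the calls used in its place are those of the fit of all 8 arrays, whose number fell when arrays were left out. With only probes above 2 times the floor, the pairwise fits called neighbours in excess between KNR and WNR. They did so between KTR and KNR too, a comparison of training.

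**Figure D1:**
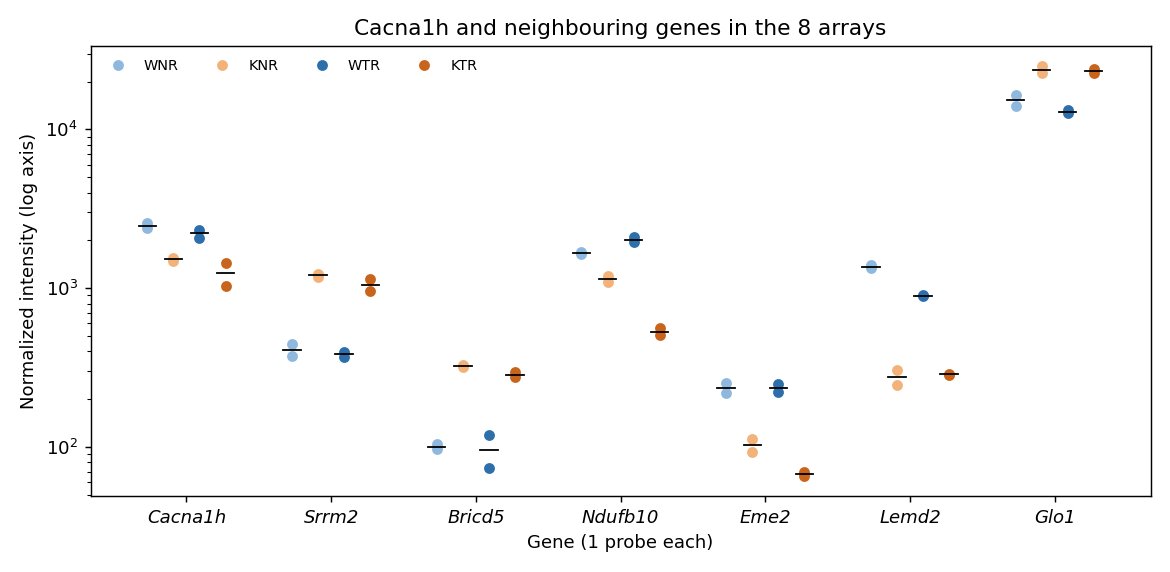
Normalized intensity (log axis) of Cacna1h and of the 6 genes near it that were called in the same direction in both genotype comparisons, with a point per array and a line at the mean of the 2 arrays of each group. The knockout arrays (KNR and KTR, orange) lie apart from the wild-type arrays (WNR and WTR, blue) for each of the 6 genes, and values under 100 (among them Bricd5 in 1 array each of WNR and WTR, and Eme2 in 1 array of KNR and both of KTR) were set to the floor for the folds.

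**Figure D2:**
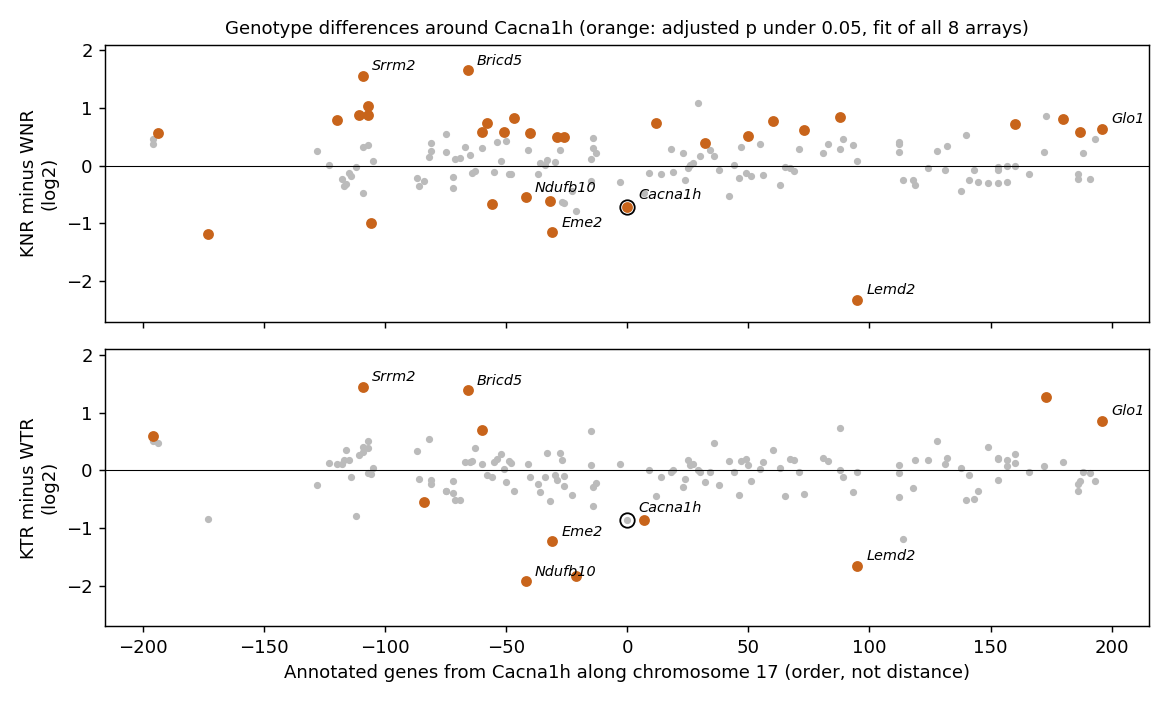
Log2 difference between genotypes of each measured probe within 200 annotated genes on either side of Cacna1h (circled, at 0), in naïve mice above and in trained mice below, with the horizontal axis in order of genes and not in distance. Probes with an adjusted p under 0.05 in the fit of all 8 arrays are orange, and the 6 genes called in the same direction in both panels are named.

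The comparison of WTR with WNR asks what training and the memory test change in wild-type mice. No probe passed in the pairwise fit, and 1012 passed in the fit of all 8 arrays, 527 higher and 485 lower after training. In the second fit Tbca, a cofactor of tubulin folding, was 2.4-fold higher in WTR (10310 ± 590 against 4296 ± 287, adjusted p = 0.022), and Mt3 2.4-fold higher (6354 ± 69.9 against 2647 ± 83.3, 0.019). Lst1, a transcript of leukocytes, was 2.49-fold higher (611 ± 64 against 245.4 ± 26, 0.02), and B2m, the light chain of class I major histocompatibility molecules, 2.27-fold (965.2 ± 154 against 424.6 ± 60.4, 0.031). Asah1 was 3.02-fold lower (552.9 ± 95.2 against 1661 ± 113, 0.02), and Fasn, the fatty acid synthase, 2.17-fold lower (5098 ± 407 against 11050 ± 102, 0.02).

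Also higher in WTR in the fit of all 8 arrays were Ddx19b (at least 3.23-fold, adjusted p = 0.017), 2310061I04Rik (2.63-fold, 0.025), Micu3 (2.41-fold, 0.037), Lsm12 (2.32-fold, 0.04), Cfap298 (2.28-fold, 0.041) and the keratin Krt10 (2.23-fold, 0.025). Also lower were 4930505N22Rik (2.55-fold, adjusted p = 0.05 after rounding), Prr5l (2.33-fold, 0.025), the cytoskeletal linker Plec (2.26-fold, 0.019), Spata13 (2.2-fold, 0.025), Tcaf1 (2.15-fold, 0.02), Zfp467 (2.04-fold, 0.038), the endothelial phosphatase Ptprb (2.03-fold, 0.03) and von Willebrand factor, Vwf (2.02-fold, 0.025). Their adjusted p in the pairwise fit was between 0.099 and 0.11. The rule for named genes gave Ddx19b, 2310061I04Rik, Lst1, Micu3, Tbca, Asah1, 4930505N22Rik, Prr5l, Plec and Spata13.

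The pairwise fit had 3935 of 15787 probes at an unadjusted p under 0.05, with a smallest adjusted p of 0.0986, and SAM at the thresholds of the study called 7 probes, all higher. Without WNR replicate 2 the pairwise fit called 1. Leaving out 1 array brought the 1012 probes to 1 and 3 (WNR replicate 1 and 2), 0 and 3 (WTR replicate 1 and 2), 0 (either KNR array) and 104 (either KTR array), and none passed without KNR replicate 1 and KTR replicate 2. These last arrays are not part of the comparison, and all 1012 kept their sign at a median size of 0.62 before and after.

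Between WTR and WNR 9 lists passed, all higher after training, and 6 passed without WTR replicate 2. Counted in the 9 are the genes listed by the study, which were chosen on these same samples. Oxidative phosphorylation had a median log2 difference of 0.36 (adjusted p = 2.2e-12, and adjusted p = 0.21 with an estimated correlation), with 15 genes higher, such as Ndufb11 (0.97 ± 0.18 SE, adjusted p = 0.034) and Ndufb4 (0.82 ± 0.1 SE, 0.025), and 49 not passing. When adjusted over the list alone 30 passed. The mitochondrial ribosome had a median of 0.35 (adjusted p = 1.9e-11, and adjusted p = 0.21 with an estimated correlation), with 10 higher, such as Mrpl22 (0.9 ± 0.17 SE, 0.036), and 53 not passing. The cytosolic ribosome had a median of 0.2 (adjusted p = 0.0016, and adjusted p = 0.28 with an estimated correlation) with 2 higher, and the proteasome of 0.19 (adjusted p = 0.022, and adjusted p = 0.4 with an estimated correlation) with 2 higher. The WNR arrays, which are the lowest of the 8 for oxidative phosphorylation and both ribosomes, enter this comparison, that of KNR with WNR and the interaction alike.

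Markers of the choroid plexus, the epithelium that makes cerebrospinal fluid, were higher in WTR with a median of 0.23 over 23 genes (adjusted p = 0.00068, and adjusted p = 0.21 with an estimated correlation). Of these 6 were higher, among them Folr1 (at least 1.11 ± 0.12 SE, adjusted p = 0.025, with WNR at the floor), Ecrg4 (1.1 ± 0.13 SE, 0.025) and transthyretin, Ttr (0.89 ± 0.13 SE, 0.029), and 17 did not pass. Microglial markers had a median of 0.24 (adjusted p = 0.03, and adjusted p = 0.49 with an estimated correlation), with Lst1 and C1qc higher, the fractalkine receptor Cx3cr1 lower (-0.63 ± 0.12 SE, adjusted p = 0.035) and 18 not passing. Meningeal fibroblast markers had a median of 0.24 (adjusted p = 0.019, and adjusted p = 0.34 with an estimated correlation) with 2 higher, and markers of CA3 and CA2 of 0.29 over 11 genes (adjusted p = 0.03, and adjusted p = 0.28 with an estimated correlation) with 3 higher, led by Pcp4 (0.96 ± 0.11 SE, 0.025). Immediate early genes did not pass as a list (median -0.02 over 31 genes, adjusted p = 0.59). Of them Fos (-0.57 ± 0.12 SE, adjusted p = 0.043), Nr4a2 (-0.59 ± 0.12 SE, 0.037) and Dusp1 (-0.51 ± 0.11 SE, 0.048) were lower after training.

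The comparison of KTR with KNR asks what training and the memory test change in knockout mice. No probe passed in the pairwise fit, and 2575 passed in the fit of all 8 arrays, 1069 higher and 1506 lower after training. In the second fit Birc3, an inhibitor of apoptosis, was 3.45-fold higher in KTR (514.6 ± 69.8 against 151 ± 37.4, adjusted p = 0.014). Ppp1r3c was 3.96-fold lower (148 ± 7.15 against 585.9 ± 26.7, 0.012), and Acsl4 3.31-fold lower (410.2 ± 111 against 1332 ± 46.2, 0.012). Smooth muscle actin, Acta2, was lower by at least 3.44-fold on 1 probe (adjusted p = 0.012) and by 1.61-fold on its other probe (0.019). Map1b, a microtubule protein of axons, was 2.99-fold lower on 1 probe (316.1 ± 67.5 against 935.1 ± 65, 0.026), while the other probe of Map1b, which was higher in the knockout in both genotype comparisons, had a training difference of 0.11 on the log2 scale (adjusted p = 0.454).

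Also higher in KTR in the fit of all 8 arrays were Aoc2 (3.79-fold, adjusted p = 0.04), Krt84 (at least 3.77-fold, 0.026), Fam71e2 (3.67-fold, 0.019), Olfr275 (3.64-fold, 0.023), the protocadherin Pcdhga2 (3.62-fold, 0.034), the kinase Jak3 (3.27-fold, 0.039), Oca2 (3.26-fold, 0.047), the alcohol dehydrogenase Adh1 (3.25-fold, 0.027) and the raft protein Rftn1 (3.22-fold, 0.037). KNR replicate 1 stood low for several of these, and without it the log2 difference went from 1.92 to 1.14 for Aoc2, from at least 1.91 to 1.31 for Krt84, from 1.86 to 1.1 for Pcdhga2 and from 1.71 to 1.08 for Jak3. Also lower were Mrpl37 (at least 3.63-fold, adjusted p = 0.012), Vxn (3.63-fold, 0.02), Ranbp9 (3.56-fold, 0.016), Uhrf1bp1l (3.22-fold, 0.012), Ilrun (3.22-fold, 0.018) and the kinase Nlk (2.97-fold, 0.028). In the pairwise fit their adjusted p was between 0.058 and 0.093. The rule for named genes gave Krt84, Fam71e2, Olfr275, Fbxo32, Birc3, Ppp1r3c, Mrpl37, Vxn, Ranbp9 and Acta2, of which the ubiquitin ligase subunit Fbxo32 (3.55-fold higher) did not pass in the fit of all 8 arrays either (adjusted p = 0.051).

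The pairwise fit had 5393 of 15902 probes at an unadjusted p under 0.05, with a smallest adjusted p of 0.0577, and SAM at the thresholds of the study called 317 probes, 82 higher and 235 lower. Without KTR replicate 1 the pairwise fit called 1. The 2575 probes became 1 without KNR replicate 1, 1431 without KNR replicate 2, 1154 and 28 without KTR replicate 1 and 2, 1621 and 1632 without WNR replicate 1 and 2, and 1479 and 1477 without WTR replicate 1 and 2. None passed without KNR replicate 1 and KTR replicate 2, while 2568 kept their sign, with a median size of 0.72 before and 0.55 after.

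Between KTR and KNR 5 lists passed, 2 higher and 3 lower after training, and the lower ones include the genes listed by the study on these same samples. Odorant receptors had a median log2 difference of 0.52 over 144 genes (adjusted p = 2.7e-13, and adjusted p = 0.59 with an estimated correlation), with 29 higher and 115 not passing, and 43 passing when adjusted over the list alone. Their median lay at -0.46 in KNR replicate 1 and 0.38 in KTR replicate 2, the arrays at the ends of the first principal component, and at -0.16 and 0.02 in the duplicates of these arrays. Markers of the choroid plexus had a median of 0.35 (adjusted p = 0.0037, and adjusted p = 0.53 with an estimated correlation), with 7 genes higher, among them Ecrg4 (0.81 ± 0.13 SE, adjusted p = 0.022) and Trpm3 (1.35 ± 0.31 SE, 0.034), 1 lower and 15 not passing. Meningeal fibroblast markers had a median of -0.35 (adjusted p = 0.013, and adjusted p = 0.59 with an estimated correlation), with 3 lower, led by Fmod (-0.89 ± 0.12 SE, 0.018), and heat shock genes of -0.31 (adjusted p = 0.014, and adjusted p = 0.59 with an estimated correlation), with Hsp90aa1 lower (-0.6 ± 0.16 SE, 0.045).

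MAPK signalling, long-term potentiation and ubiquitin conjugation did not pass as lists with camera between KTR and KNR. With fry MAPK signalling passed toward lower values (46 genes higher and 67 lower, adjusted p = 0.031), as did the proteasome (0.042) and the cytosolic ribosome (0.041), whereas long-term potentiation (adjusted p = 0.93) and ubiquitin conjugation (0.56) did not. The median log2 difference was -0.05 for 113 genes of MAPK signalling (adjusted p = 0.74), with 6 higher and 12 lower, -0.02 for 43 genes of long-term potentiation (0.85), with 1 higher and 2 lower, and -0.02 for 94 genes of ubiquitin conjugation (0.85), with 6 higher and 9 lower. Over all tested probes 15.9% were called between KTR and KNR (2575 of 16204), and fry does not compare a list with the other genes. Its result for MAPK signalling therefore does not set these genes apart from the rest. Among single members of MAPK signalling, Rasgrp2 (1.32 ± 0.25 SE, adjusted p = 0.026) and Pak2 (1.22 ± 0.24 SE, 0.027) were higher and Map3k1 was lower (-0.96 ± 0.15 SE, 0.022). The ubiquitin ligase Ube3c was lower (-1.17 ± 0.18 SE, 0.02). Potassium channels did not pass as a list either (adjusted p = 0.74), with 2 higher, among them the small-conductance channel Kcnn3 (0.99 ± 0.16 SE, 0.023), 6 lower, among them Kcnn2 of the same family (-1.13 ± 0.13 SE, 0.013) and the auxiliary subunit Kcnip2 (-1.08 ± 0.18 SE, 0.023), and 33 not passing. Prox1, a transcription factor, was lower (-1.11 ± 0.14 SE, 0.015), as it was in wild-type mice after training (-0.63 ± 0.14 SE, 0.045). It was the 1 member called of the 12 dentate gyrus markers measured, of which 6 were higher and 6 lower in KTR (median -0.01, adjusted p = 0.84 with camera and 0.037 with fry).

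Training differences of wild-type and knockout mice had a Pearson correlation of 0.16 across probes, which was 0.01 without WNR replicate 2, -0.01 without WTR replicate 1 and 0.31 without WTR replicate 2. In the fit of all 8 arrays 100 probes were lower after training in both genotypes, against 45.1 for independent lists, 34 were higher in both, against 34.8, and 55 went opposite ways, against 81. Those lower in both included Cbfb (log2 -0.85 in wild-type and -1.29 in knockout mice), the RNA helicase Snrnp200 (-0.68 and -1.25), Sqle, an enzyme of sterol synthesis (-0.99 and -1.04), Notch1 (-0.75 and -0.72), the ryanodine receptor Ryr2 (-0.74 and -0.67) and Hdac6 (-0.73 and -0.99).

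Most genes named from the fit of all 8 arrays rest on 1 probe. Of those named with the 10 largest differences in each direction, 23 entries over the 4 comparisons had further tested probes, 31 in all, of which 18 had the same sign and 1 passed in the same direction, that of Acta2 between KTR and KNR. For example, Mapk8 and Dynll2 had further probes at -0.09 and -0.1 between KTR and WTR (adjusted p = 0.62 and 0.81), while those of Map2 had 0.69 and 1.24 (0.14 and 0.12).

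Whether the training difference depends on genotype was tested as an interaction in the fit of all 8 arrays, which was its planned fit. It passed for 839 of 16204 probes, 296 with a more positive and 543 with a more negative training difference in knockout mice. Among passing probes that the rule for names admits, the most positive values were those of Olfr275 (log2 2.38 ± 0.44 SE, adjusted p = 0.04), Olfr657 (2.07 ± 0.33 SE, 0.034), Olfr559 (2.03 ± 0.4 SE, 0.041), 4930505N22Rik (2.02 ± 0.43 SE, 0.048) and Usf1 (2 ± 0.24 SE, 0.032), and the most negative those of Morn2 (-2.17 ± 0.22 SE, 0.027), Mrpl37 (-2.15 ± 0.28 SE, 0.032), Pgbd5 (-2.05 ± 0.15 SE, 0.017), Fam133b (-2.01 ± 0.33 SE, 0.035) and Micu3 (-1.93 ± 0.35 SE, 0.04). Usf1 and Mrpl37 have a group at the floor of 100 (388.7 ± 41.4 for Usf1 in WNR against 96.89 ± 10.3 in KNR, and 371.9 ± 115 for Mrpl37 in KNR against 88.61 ± 15 in KTR), so their interactions are set in part by that floor. Mt3 was 2.4-fold higher in wild-type mice after training and 1.41-fold lower in knockout mice (interaction -1.76 ± 0.13 SE, adjusted p = 0.017). Leaving out 1 array brought the 839 probes to between 1 (WNR replicate 1, WTR replicate 1 or KNR replicate 2) and 96 (KTR replicate 1), with 2 to 8 for the others (WNR replicate 2, WTR replicate 2, KNR replicate 1 and KTR replicate 2), and none passed without KNR replicate 1 and KTR replicate 2 together. All 839 kept their sign there, with a median size of 0.97 before and 0.89 after while standard errors grew 1.2-fold. With the score for the direction in which duplicates differ as a covariate, 3 of the 839 still passed (median size 0.88, standard errors 1.07-fold).

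For the interaction 8 lists passed, including the genes listed by the study on these same samples. The median interaction was -0.53 for the mitochondrial ribosome (adjusted p = 4.5e-10), -0.42 for oxidative phosphorylation (2.8e-09) and -0.35 for the cytosolic ribosome (0.00052), each with adjusted p = 0.3 with an estimated correlation, and -0.33 for the proteasome (0.00034, and adjusted p = 0.38 with an estimated correlation). It was -0.56 for meningeal fibroblast markers (adjusted p = 5e-05), -0.45 for microglial markers (0.0012) and 0.39 for odorant receptors (5.2e-07), with adjusted p = 0.3, 0.48 and 0.55 with an estimated correlation, so that no list passed with it. The interaction also holds the WNR arrays, which are the lowest for oxidative phosphorylation and both ribosomes. With camera these lists did not pass between KTR and KNR, though the cytosolic ribosome did with fry. Oxidative phosphorylation and the mitochondrial ribosome did pass as lower between KTR and WTR, which holds no WNR array. Psmc5 of the proteasome (-1.56 ± 0.22 SE, adjusted p = 0.032) and Ly86 of microglia (-1.14 ± 0.14 SE, 0.032) were among the members that passed. Markers of the choroid plexus had a median interaction of -0.01 (adjusted p = 0.8).

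**Figure D3:**
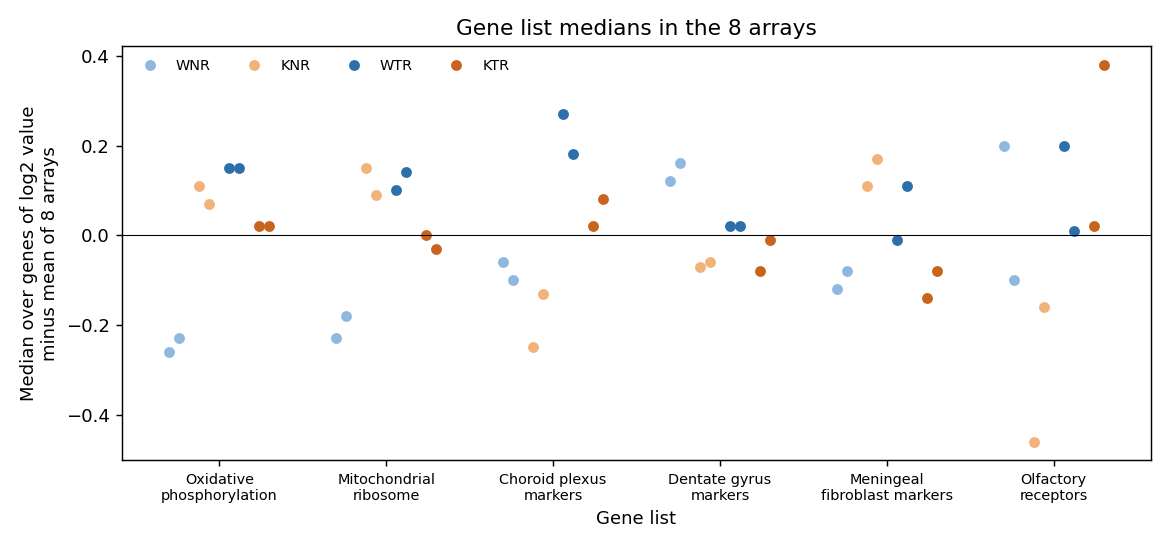
Median over the genes of a list of the log2 value minus the mean of the 8 arrays, for 6 lists, with a point per array and duplicates set side by side. For oxidative phosphorylation both WNR arrays (-0.26 and -0.23) lie below the other 6 (0.02 to 0.15), and for odorant receptors KNR replicate 1 (-0.46) and KTR replicate 2 (0.38) are farthest apart.

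Genes that the study lists for these comparisons were chosen on the same samples, so their values are not independent evidence. Of their probes 3 of 4 passed in the fit of all 8 arrays for KNR vs WNR (Lemd2, Lce1c and Panx3, lower), 14 of 21 for KTR vs WTR, all lower, and 5 of 6 for WTR vs WNR, all higher. As a list, their 22 measured genes had a median of -0.93 between KTR and WTR (adjusted p = 2.1e-12, and adjusted p = 0.25 with an estimated correlation), 0.25 between WTR and WNR (adjusted p = 0.00068, and 0.28 as the adjusted p with an estimated correlation), -0.4 between KTR and KNR (adjusted p = 0.009, and adjusted p = 0.59 with an estimated correlation) and 0.04 between KNR and WNR (adjusted p = 0.96). Their median interaction was -1.23 (adjusted p = 2.1e-07, and adjusted p = 0.3 with an estimated correlation). Mrps6, of the mitochondrial ribosome, did not pass between WTR and WNR (adjusted p = 0.17), since the WNR duplicates stood at 4.2 and 1907.8. Further probes of 3 listed genes did not follow the first: a second probe of Lemd2 had log2 differences of 0.09 in naïve and -0.02 in trained mice, a second probe of Pgbd5 0.13 in trained mice, and further probes of Gabrb2 0.41 and -0.12 where the first had -1.09. Of the further probes of Nemf, 1 had 0.06 and the other -0.88 (adjusted p = 0.19), where the first had -1.56. Erdr1 and 2610019E17Rik (now Rab26os) had no tested probe with that name.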

Values the study reported

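For right hippocampus the study used a floor of 100, quantile normalization and SAM with q under 0.01 and a change over 2-fold. In naïve mice it reports 4 genes that differed in the knockout, 0 up and 4 down. In trained mice it reports 17, 1 up and 16 down. After training it reports 6 genes in wild-type mice, 6 up and 0 down, and 458 in knockout mice, 217 up and 241 down.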

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

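All tests of the explanations below were chosen after the patterns were seen, and those on background, on training, on short genes as a class, on the sign of neighbours and on further probes before their own values were; the one on background replaced an earlier test whose outcome the quantile normalization fixes, and the one on sign an earlier test that restated the pattern. A difference between groups flagged the genotype by training interaction, which passed for 839 probes in the fit of all 8 arrays. With the score for the direction in which duplicates differ as a covariate, 3 of the 839 still passed. All kept their sign, and their median size went from 0.97 to 0.88 while standard errors grew 1.07-fold. Among passing probes that the rule for names admits, the largest interactions on the log2 scale were those of Olfr275 (2.38), Olfr657 (2.07), Olfr559 (2.03), 4930505N22Rik (2.02), Usf1 (2), Morn2 (-2.17), Mrpl37 (-2.15), Pgbd5 (-2.05), Fam133b (-2.01) and Micu3 (-1.93), and 37 other named probes passed. The lists that passed for the interaction with the preset correlation of camera, none of which did with an estimated one (smallest adjusted p = 0.3), had medians of -0.33 (proteasome), -0.42 (oxidative phosphorylation), -0.35 (cytosolic ribosome), -0.53 (mitochondrial ribosome), -0.56 (meningeal fibroblast markers), -0.45 (microglial markers), -1.23 (genes listed by the study) and 0.39 (odorant receptors).

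The differences between KTR and KNR, with odorant receptors among the largest, ran along the direction in which duplicate arrays differ. An array-level technical direction fits: KTR minus KNR correlated across probes with the duplicate differences of WNR and of WTR, arrays outside the comparison, by at least 0.3. Whether that direction is technical stays open, since neither the labels nor the paper say clearly if duplicates hold the same RNA or separate pools. The paper does mention that technical replicates were averaged. Background on dim probes is ruled out as the whole cause, since 46.8% of the calls lay in probes with a mean of 491 or more, with a median size of 0.66 there and 0.77 in dimmer ones. For training of the knockout mice 0% of the calls remained with the array score as a covariate, but all 2575 kept their sign. Their median size went from 0.72 to 0.54 while standard errors grew 1.28-fold, so that test cannot tell.

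Oxidative phosphorylation and ribosome genes were lower in both WNR arrays than in the other 6. For the oxidative phosphorylation list, short genes as a class could explain little of the pattern. The median difference of that list between WTR and WNR was 0.36 before and 0.3 after genes of like genomic span were subtracted. For the same list, the largest median difference between duplicates was 0.08, which argues against the direction in which duplicate arrays differ. The limit for that test was set after the values were seen. The ribosome lists were tested neither for genomic span nor for the difference between duplicates. Between the higher WNR array and the lowest other array the gap was 0.25 for oxidative phosphorylation. These arrays stood at -0.17 and -0.01 for the cytosolic ribosome, and at -0.18 and -0.03 for the mitochondrial ribosome. Handling of the WNR arrays apart from the others and an effect of that group both predict such gaps, so these explanations cannot be told apart.

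Genes next to Cacna1h differed between genotypes in naïve and in trained mice. DNA of another strain kept around Cacna1h, as knockouts made in cells of one strain and bred to another carry, fits a test that is in part built in. With the genes called in both comparisons left out, 19 of 29 neighbours called in 1 genotype comparison had the same sign in the other. Elsewhere 506 of 1133 genes did (odds ratio 2.35, 95% interval 1.03 to 5.72, Fisher exact p = 0.036). Clcn7, a listed gene that prompted the idea, is among the 19 (log2 -0.78 in naïve and -1.83 in trained mice). An effect of the knockout on its neighbours predicts the same signs too and was not tested. Low values in WNR cannot give the excess between KTR and WTR (Fisher exact p = 6.3e-05), which holds no WNR array, but they fit for the naïve comparison, where the excess was in higher calls, as it was between WTR and WNR (Fisher exact p = 0.0077), so both explanations stay open there. Probes that mismatch the other strain might give the same picture, and with 2 called neighbours that have a further probe the test cannot tell. The fit of all 8 arrays made 0 calls without KNR replicate 1 and KTR replicate 2, although the median size of its calls went only from 0.63 to 0.6 (KNR vs WNR) and from 0.84 to 0.81 (KTR vs WTR), with standard errors 1.2-fold as large.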

How the results depend on the processing

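Beside the pairwise and all-8 counts given in the report, 179 values of counts and relations under an alternative were labelled the same, 108 moved, 4 stronger and 3 reversed. A count within a fixed ratio of the first is labelled the same, as is a count of Cacna1h neighbours without an excess. Thus 15 (WTR vs WNR) and 18 (KTR vs KNR) neighbours in the fit of all 8 arrays are labelled the same as 0 in the pairwise fits. Of list tests 2566 were labelled the same, 12 stronger and 86 weaker, and a list that passed in neither version is labelled the same even where its direction changed. Of values of named genes 1395 kept their sign and whether they passed, 213 became stronger, 96 weaker and 11 reversed. No further normalization was applied, so the alternative of values as deposited, with the same floor, is the analysis itself. The cause was not tested except where fewer arrays or probes enter by construction. A lone array left in a group is assumed to vary like the others.

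For KNR vs WNR the pairwise count was 35 with probes above 2 times the floor, 1337 with an intensity trend, 8 with SAM, 1300 in the fit of all 8 arrays, 1230 with crossed replicate numbers, and 0 to 2 leaving out 1 array. For KTR vs WTR it was 0 with a replicate block, no filter or the mean of probes, 2 with a trend, 57 with SAM, 324 in the fit of all 8 arrays and 0 to 3 leaving out 1 array. For WTR vs WNR it was 520 with a replicate block, 778 with a trend, 7 with SAM, 1012 in the fit of all 8 arrays and 0 to 1. For KTR vs KNR it was 6170 with a replicate block, 304 with a floor of 200, 254 above 2 times the floor, 1021 with a trend, 317 with SAM, 2575 in the fit of all 8 arrays and 0 to 1.

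In the fit of all 8 arrays the count for KNR vs WNR was 3 at the study thresholds, 5 with a replicate block, 1951 with a trend, 3019 with crossed numbers, 0 without KNR replicate 1 and KTR replicate 2, and 1 to 782 leaving out 1 array. For KTR vs WTR it was 6, 63, 665, 1423, 0 and 0 to 47, and 599 with a floor of 200. For WTR vs WNR it was 0 at the study thresholds and with a block, 1580 with a floor of 200, 1631 with a trend, 2134 with the duplicate direction as a covariate, 0 without those arrays and 0 to 104. For KTR vs KNR it was 1 at the study thresholds, 1442 with a block, 1660 with the mean of probes, 0 with the covariate, 0 without those arrays and 1 to 1632. For the interaction it was 1 at the study thresholds and with a block, 1378 with a floor of 200, 1482 with a trend, 2853 with crossed numbers, 3 with the covariate, 0 without those arrays and 1 to 96. All 839 interaction probes kept their sign with the covariate and without those arrays, with a median size of 0.97 before, 0.88 with the covariate (standard errors 1.07-fold) and 0.89 without those arrays (1.2-fold).

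The replicate block assumes that equal replicate numbers belong together, but deviations of same-numbered arrays correlated by 0.27 (WNR and WTR), -0.37 (WNR and KNR), -0.38 (WTR and KNR), -0.29 (WNR and KTR), -0.24 (WTR and KTR) and 0.44 (KNR and KTR), so they deviated together within a genotype and not between genotypes. The labels tie the numbers to no shared batch and there are 2 arrays per group, so whether the arrays are paired stays open and these counts stand only here.

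With an estimated correlation 0 lists passed in each comparison and in the interaction. Between KTR and WTR 7 lists passed with no floor and 6 without KNR replicate 1 and KTR replicate 2. Leaving out 1 array gave 8 lists (KNR vs WNR), 6 to 11 (KTR vs WTR), 6 to 9 (WTR vs WNR), 4 to 5 (KTR vs KNR) and 8 to 10 (interaction). The genotype differences of naïve and trained mice correlated by -0.21 to 0.04, with 0.04 without KNR replicate 1 and 0.03 without KTR replicate 2, and the training differences by -0.01 (without WTR replicate 1) to 0.31. Neighbours of Cacna1h called were 3 (KNR vs WNR) and 6 (KTR vs KNR) with probes above 2 times the floor, and 30, 12, 15 and 18 in the fit of all 8 arrays. With probes above 2 times the floor both counts were in excess of genes elsewhere (Fisher exact p under 0.05). The excess was thus not confined to genotype comparisons under that setting. Signs reversed for the interaction of Cacna1h (-0.39 to 0.09 leaving out 1 array, highest without KTR replicate 1) and for second probes: Lemd2 (-1.12 with the mean of probes and -0.04 to 0.22 leaving out 1 array in naïve mice, -0.15 to 0.12 in trained mice, with 0 without WTR replicate 1), Pgbd5 (-0.75 with the mean), Nemf (-0.79 with the mean, -0.11 to 0.22 leaving out 1 array, -0.03 without WTR replicate 1) and Gabrb2 (-0.27 with the mean, -0.28 to 0.04 leaving out 1 array). Signal near the floor limits dim probes, since 5.76% to 5.9% of values lay below it.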

Other observations

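Choroid plexus markers were higher after training in both genotypes, with a median log2 difference of 0.23 in wild-type mice (adjusted p = 0.00068, camera of limma) and 0.35 in knockout mice (adjusted p = 0.0037), and adjusted p = 0.21 and 0.53 with an estimated correlation. Ecrg4, a secreted peptide precursor of this epithelium, was higher in both (1.1 ± 0.13 SE and 0.81 ± 0.13 SE in the fit of all 8 arrays). As medians relative to the mean of the 8 arrays the list lay at -0.06 and -0.1 in WNR, -0.25 and -0.13 in KNR, 0.27 and 0.18 in WTR, and 0.02 and 0.08 in KTR. How much choroid plexus stayed with each dissected hippocampus was not recorded in the labels.

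Voltage-gated calcium channels, interneuron markers and OPC markers did not pass with camera between genotypes, whereas several other cell type lists, given above, did. With fry interneuron markers passed toward higher values (adjusted p = 0.0077) and OPC markers toward lower ones (0.049) between KNR and WNR. Voltage-gated calcium channels had a median of -0.09 over 15 genes between KNR and WNR (adjusted p = 0.95) and 0.1 between KTR and WTR (adjusted p = 0.77), with a camera direction opposite to the median in naïve mice (mean 0.05), and did not pass with fry (adjusted p = 0.74 and 0.49). Interneuron markers had medians of 0.28 over 19 genes (adjusted p = 0.35) and 0 (adjusted p = 0.99), and OPC markers -0.17 over 11 genes (adjusted p = 0.25) and 0.06 (adjusted p = 0.8).

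A total of 24 probes had 1 array far from the other 7. Besides Mrps6 in WNR replicate 1, Wsb2 stood at 112.3 in KTR replicate 2 against 6683 to 10860 elsewhere, Nmt1 at 738.4 against 7497 to 9578 in the same array, and Gspt1 at 211.3 in KNR replicate 2 against 2162 to 3216. Dlc1 stood higher in KTR replicate 2, at 1104 against 168.6 to 281.7.

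At the thresholds of the study, SAM as implemented here called 8 probes between KNR and WNR. That is more than the study reports for this comparison. Between KTR and WTR it called 57 probes. That too is more than the study reports. Between WTR and WNR it called 7, and between KTR and KNR 317. The first is close to the count of the study and the second is lower than it. Of the 317 probes 82 were higher and 235 lower, a more uneven split than that of the study. The study counts genes, whereas these are counts of probes with the floor set after normalization, so the units differ.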
